A study of Danio rerio with 14 samples. Its data were reported in "Pluripotency factors determine gene expression repertoire at zygotic genome activation" (2022).

How the data were processed

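Chromatin immunoprecipitation followed by sequencing (ChIP-seq) enriches DNA that carries a chosen histone modification and counts where the fragments map. The series holds 14 libraries from whole zebrafish embryos collected 4.3 hours after fertilization (hpf), the age of dome stage in the wild type. Of these, 7 are ChIP libraries and 7 are their inputs, that is, chromatin sequenced without immunoprecipitation. The genotypes are the wild type (WT), maternal-zygotic mutants without functional Pou5f3 (MZspg) and maternal-zygotic mutants without Sox19b (MZsox19b). H3K27ac was profiled in 4 libraries, of which 2 are MZsox19b replicates, and H3K4me3 in 3 libraries, 1 per genotype. Groups and replicate numbers were taken from the sample titles. Per the labels, all fish share the AB/TL background. The study staged mutants by wild-type embryos of the same age, and reports that MZsox19b embryos reach later landmarks with a delay. Genotypes were thus matched by age and not necessarily by stage.

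According to the methods of the study, the WT and MZspg H3K27ac libraries each pooled material from 2 ChIP experiments, whereas each MZsox19b H3K27ac library and each H3K4me3 library came from a single experiment. Paired-end reads were mapped to danRer11 with Bowtie2, and signal tracks for display were ratios of each ChIP library over merged inputs. The section on the histone marks does not name the program that called their peaks or its settings. A software table of the study lists MACS2 without saying for which data. The layout of the deposited lists is that of the narrowPeak format of MACS. The lists were called per library, so replicates can be compared, and no list of merged replicates was used here.

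Each line of a deposited list is a peak with its position in danRer11. The authors' score column holds 10 times the −log10 q as a whole number. The fold enrichment column of the deposited lists is the ratio of ChIP pileup at the summit to a local background. The deposited −log10 p and −log10 q columns hold the significance of each peak against that background, and the smallest −log10 q in any list was 1.30. The last deposited column is the summit offset from the peak start. These values are the authors', and they were used only to rank, filter or describe peaks within a list. The files carry no read counts, so the depth per library is unknown. Per the methods, sequencing aimed at the same number of reads for each ChIP library and at fewer for each input. Fold enrichment and the number of peaks both change with depth and with the efficiency of the immunoprecipitation, and neither can be corrected for from a peak list.

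Peaks on chromosomes 1 to 25 were kept for the main setting. A peak was counted as shared when a peak of another list overlapped it by at least 1 bp. Shared shares were set against chance by moving the other list along each chromosome in 10 steps of 1 Mb. The Jaccard index was the length covered by both lists as a percentage of the length covered by either. The 10000 highest peaks of a list by fold enrichment are called strong. A strong peak was called missing, lost or gained when no peak of the other list, however weak, overlapped it. Losses in MZsox19b were counted against each replicate and against both. Strong WT H3K27ac peaks that overlapped a WT H3K4me3 peak were called promoter-class, and the remainder enhancer-class, after the definition used in the study but without its annotated start sites.

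Each genotype had 1 library per mark, except for H3K27ac in MZsox19b, which was replicated. For H3K4me3, no test between genotypes was possible. For H3K27ac, a test would have rested on the spread of the MZsox19b replicates alone, and none was run. No p-values are given. The MZsox19b H3K27ac replicates were the only measure of the spread between libraries. Shares carry Wilson 95% intervals, which cover counting error only, since neighbouring peaks are not independent and differences between embryos or batches are not included. A count of 0 is given with the upper limit of 3 counts. The mean of the MZsox19b replicates is given with its SD. Losses in both mutants share the WT library, so they were set against the number expected if losses were independent within 10 classes of WT rank, and against simulated unchanged genotypes compared with the same control, in 10 runs per setting.

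The peaks named individually were fixed by rule before the data were examined, as were the comparisons and most alternatives: the 3 highest-ranking lost and the 3 highest-ranking gained H3K27ac peaks of each mutant, with absence from both MZsox19b replicates for losses and a strong peak in both for gains. The alternatives planned then were another overlap, the top 50% of each list, lists of equal size, merging of peaks within 1000 bp, all sequences, the 5000 or 20000 highest peaks, no peak within 1000 bp, ranking by −log10 q, other definitions of the classes, and leaving out each MZsox19b replicate. Lists of equal covered length, 500 bp windows at the summits, classes from H3K4me3 of any genotype and the removal of a stretch of chromosome 16 were added after the data were seen.

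The planned design also assumed the danRer11 sequence and annotation. Motif shares, GC content, start-site classes, gene names of peaks and the fixed loci near genes chosen by the study need them and were not analysed here. The 7 inputs were not used here. No gene was assigned to any peak, and whether a peak lies in an exon, an intron or between genes is not given.

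Overlaps and ranks were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The overlap count and the Jaccard index of WT and MZspg were checked against bedtools 2.31.1 and were the same. The search for lost and gained peaks was tested on simulated data made from the 125836 WT H3K27ac peaks. It recovered 200 of 200 planted losses and 200 of 200 planted gains, and made 0 calls that were not planted. The simulated mutant list was the WT list itself with these changes and small shifts. The test therefore checks the code and gives no error rate for lists of separate libraries.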

Results

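To find where the zebrafish genome carried marks of active regulatory DNA around zygotic genome activation, H3K27ac and H3K4me3 were profiled by ChIP-seq in WT, MZspg and MZsox19b embryos at 4.3 hpf. H3K27ac is an acetylation of histone H3 found at active enhancers and promoters, and H3K4me3 is a methylation of the same histone found mostly at promoters. Pou5f3 and Sox19b are maternally provided transcription factors. MZspg embryos lack the former and MZsox19b embryos the latter, both as maternal and as zygotic product. A single library stood for each genotype and mark, except for H3K27ac in MZsox19b, which had 2 replicates.

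On chromosomes 1 to 25, the WT and MZspg H3K27ac lists held 125836 and 122893 peaks and covered 50.8 and 57.2 Mb. The MZsox19b lists were longer, with 141202 peaks over 89.3 Mb in replicate 1 and 173020 peaks over 109.1 Mb in replicate 2. Their peaks were also wider, with medians of 364 and 361 bp against 248 bp in WT and 263 bp in MZspg. The H3K4me3 lists held 53634 peaks in WT, 22502 in MZspg and 42572 in MZsox19b, covering 27.5, 15.1 and 32.3 Mb. The 10000th H3K27ac peak by fold enrichment stood at 5.53 in WT, 6.36 in MZspg, and 8.33 and 7.38 in the MZsox19b replicates. For H3K4me3 it stood at 11.9 in WT, 6.16 in MZspg and 24.97 in MZsox19b. The libraries therefore differed in the number, width and enrichment of their peaks, and the depth behind each list is unknown.

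The lists were first examined for whether H3K27ac differed between genotypes by more than it did between replicates. Of the WT H3K27ac peaks, 46.3% (95% interval 46.0 to 46.6) overlapped an MZspg peak, where the shifted MZspg list gave 7.77%. In the other direction, 45.0% of the MZspg peaks overlapped a WT peak. The MZsox19b lists overlapped 55.0% and 61.6% of the WT peaks (mean 58.3%), against 11.3% and 13.5% for the shifted lists. Of the MZsox19b peaks, 41.02% in replicate 1 and 37.4% in replicate 2 overlapped a WT peak. Between the replicates, 77.3% (77.1 to 77.5) of the peaks of replicate 1 were found in replicate 2, and 61.5% (61.3 to 61.7) of those of replicate 2 in replicate 1. With the same list searched, the WT share lay below the replicate share: 61.6% against 77.3% in replicate 2, and 55.0% against 61.5% in replicate 1. The H3K27ac shares rose with the length of the list searched. With every list reduced to the same covered length, 39.7% of the WT peaks overlapped an MZspg peak and 30.9% an MZsox19b peak, so that the order of the mutants was reversed. In the other direction, 50.8% of the MZspg and 81.5% of the MZsox19b peaks overlapped a WT peak at that length. The replicate shares were then 72.6% and 87.6%, and the MZsox19b share lay between them. However, only the WT list stayed whole at that length, while the MZsox19b lists kept their highest peaks. At equal list sizes, 44.8% of the MZsox19b peaks were found in WT, against 73.7% and 71.2% between replicates.

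The Jaccard index weighs both lists alike. It was 57.1% for the MZsox19b replicates, 29.6% for WT and MZspg, 28.9% and 27.2% for WT and the MZsox19b replicates, and 28.1% and 26.3% for MZspg and the MZsox19b replicates. Every pair of genotypes lay below the replicate pair, and this held under each alternative tried, where the replicate pair ranged up to 64.4% at equal covered length. Which mutant was closer to WT depended on the setting, since at equal covered length the index of WT with MZspg was 29.3% and its mean with MZsox19b 30.4%.

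Strong peaks were compared next. Of the 10000 highest WT H3K27ac peaks, 1077, or 10.8% (10.2 to 11.4), had no overlapping peak anywhere in the MZspg list. From the MZsox19b lists, 495 and 381 were missing (mean 438 ± 80.6, SD, n = 2), and 342 were missing from both. By contrast, 0 strong peaks of MZsox19b replicate 1 were missing from replicate 2, which allows a share of up to 0.03%, and 8 strong peaks of replicate 2 were missing from replicate 1. The losses in either mutant were therefore far more numerous than the differences between replicates. Gains were fewer than losses. In MZspg, 584 strong peaks (5.84%, 5.40 to 6.32) were missing from WT. In the MZsox19b lists the numbers were 246 and 235 (mean 240.5 ± 7.78, SD, n = 2), of which 139 were strong in both replicates. Between the mutants, 615 and 537 strong MZspg peaks were missing from the MZsox19b lists, and 876 and 950 strong MZsox19b peaks from MZspg.

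The share of missing peaks rose as peaks became weaker. Among the 1000 highest WT peaks, 2.50% were missing from MZspg, and 0.70% and 0.30% from the MZsox19b replicates. Among WT peaks ranked 9001 to 10000 the shares were 18.9%, 10.3% and 8.30%, while 0.10% of the peaks of MZsox19b replicate 2 at these ranks were missing from replicate 1. Among the 20000 highest WT peaks, 3627 were missing from MZspg and on average 1906 from MZsox19b. The larger number of losses in MZspg depended on how the lists were compared. With the searched lists reduced to equal covered length, 1240 strong WT peaks were missing from MZspg and on average 1240 from MZsox19b, so the mutants did not differ. At that length 11 and 30 strong peaks were missing between the replicates. At equal list sizes the order was kept, with 1077 missing from MZspg and on average 505.5 from MZsox19b. Ranked by −log10 q, 1046 were missing from MZspg and on average 906 from MZsox19b. With 500 bp windows at the summits, replicate differences rose to 674 and 891 peaks, and the gains in MZsox19b, 678.5 on average, lay between them, whereas the losses exceeded both (1801 in MZspg, 1594.5 on average in MZsox19b).

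**Figure D1:**
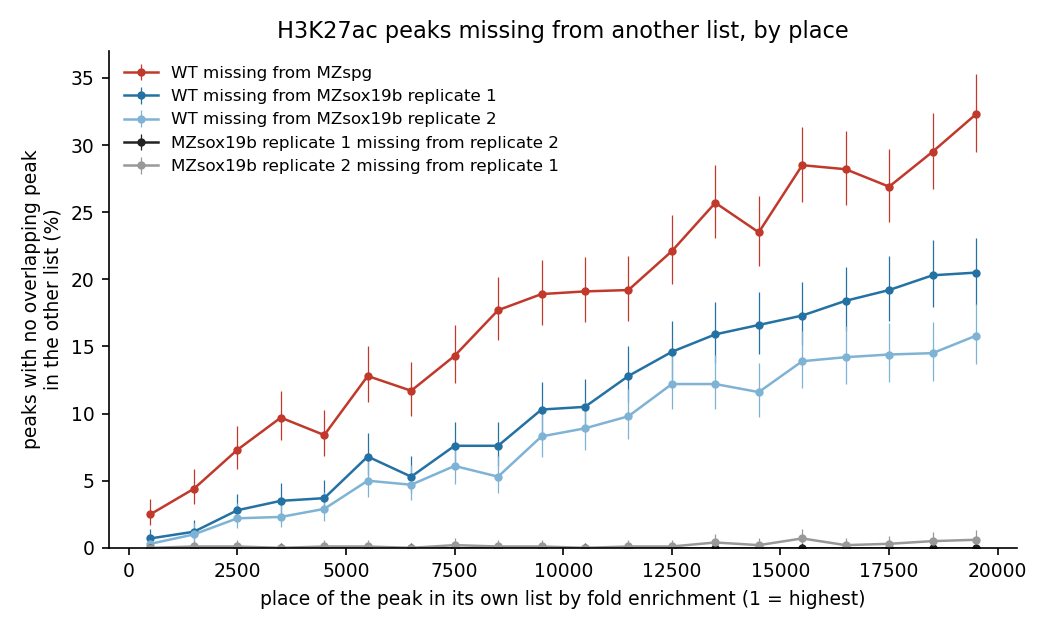
Share of H3K27ac peaks (%, vertical axis) with no overlapping peak in another list, in steps of 1000 peaks ordered by the authors' fold enrichment (horizontal axis, 1 = highest). Points are shares and bars are Wilson 95% intervals; the WT curves start at 2.50% for MZspg and at 0.70% and 0.30% for the MZsox19b replicates, and the replicate curves stay near 0.

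The strong WT peaks were then sorted by the mutant that lacked them. Of 10000, 881 were lost in MZspg only, 146 in both MZsox19b replicates but not in MZspg, 196 in both mutants and 8777 in neither. Losses in both mutants were 4.203 times as frequent as the 46.6 expected if losses were independent within classes of WT rank. Both comparisons use the same WT list, which by itself makes losses coincide. Simulated unchanged genotypes gave a mean of 0.40 joint losses at the noise of the MZsox19b replicates. With noise that came near the loss counts of both mutants, they gave a mean of 35.2 joint losses if the WT library had no noise, 106.4 if the noise was shared evenly, and 283.7 if the WT library had the largest share. The 196 observed lay between these, and the noise of the WT library is not known. On chromosome 16, between 36 and 37 Mb, lay 38 of the 196 joint losses. With this stretch left out before the 10000 highest WT peaks were taken, 159 joint losses were counted. The number was moved most by taking the 5000 highest WT peaks, to 51.

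To ask whether promoters and enhancers were affected alike, strong WT H3K27ac peaks were divided by WT H3K4me3 into 6788 promoter-class and 3212 enhancer-class peaks. In MZspg, 741 enhancer-class peaks were missing (23.1%, 21.6 to 24.6) against 336 promoter-class peaks (4.95%, 4.46 to 5.49). From both MZsox19b replicates, 214 enhancer-class (6.66%, 5.85 to 7.58) and 128 promoter-class peaks (1.89%, 1.59 to 2.24) were missing. Enhancer-class peaks were weaker, with a median WT rank of 6070 against 4408.5. Weighted to the ranks of promoter-class peaks, their missing shares were 21.0% (19.5 to 22.5) in MZspg and 5.66% (4.87 to 6.45) in MZsox19b. The shares were moved most when all WT peaks were used, to 62.0% of enhancer-class and 35.0% of promoter-class peaks in MZspg. Enhancer-class shares exceeded promoter-class shares under all alternatives tried for them, in both mutants. These were other definitions of the classes, all WT peaks, weighting by rank, equal list sizes and removal of the chromosome 16 stretch. For MZsox19b, leaving out each replicate was also tried.

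**Figure D2:**
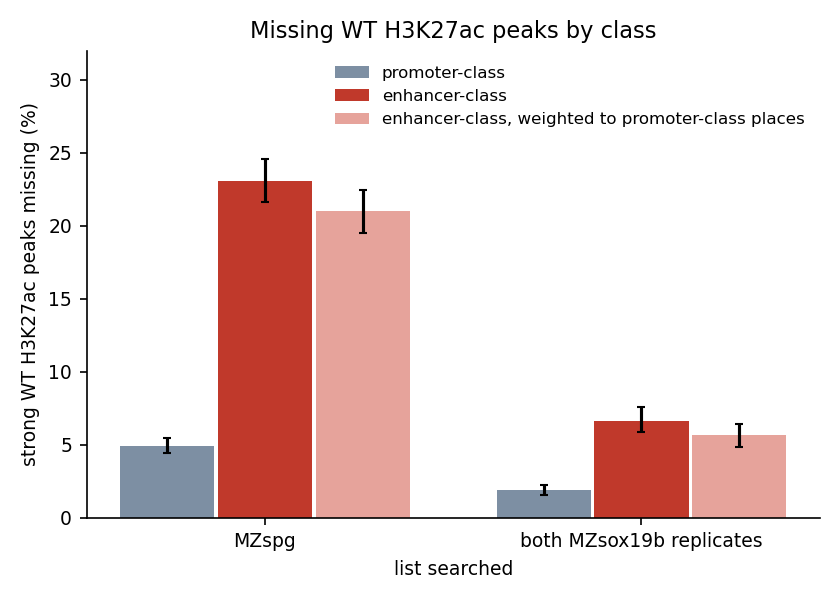
Share of strong WT H3K27ac peaks (%, vertical axis) missing from MZspg and from both MZsox19b replicates (horizontal axis), for promoter-class peaks, enhancer-class peaks and enhancer-class peaks weighted to the ranks of promoter-class peaks. Error bars are 95% intervals for counting error; in MZspg the bars stand at 4.95%, 23.1% and 21.0%, and in MZsox19b at 1.89%, 6.66% and 5.66%.

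At promoter-class peaks that lost H3K27ac, an H3K4me3 peak of the mutant was mostly missing too. Of the 336 promoter-class peaks without H3K27ac in MZspg, 15 (4.46%, 2.72 to 7.23) had an MZspg H3K4me3 peak. Of the 6452 that kept H3K27ac, 5624 (87.2%, 86.3 to 88.0) had one, and 83.7% when weighted to the WT ranks of the lost peaks. These are ranks of H3K27ac, and the strength of WT H3K4me3 was not matched. Weak H3K4me3 missed by the short MZspg list may therefore add to the contrast. In MZsox19b the shares were 14.8% (9.71 to 22.0) of 128 lost and 95.2% (94.7 to 95.7) of 6660 kept peaks. Many peaks lost in MZspg were present in the other mutant: 76.4% and 80.2% of the 1077 overlapped a peak of the MZsox19b H3K27ac replicates. At the 584 peaks gained in MZspg the order of the genotypes was the opposite. An MZspg H3K4me3 peak lay at 44.9% (40.9 to 48.9) of them, a WT peak at 18.8% and an MZsox19b peak at 24.7%, although the MZspg list is the shortest. Over all strong MZspg H3K27ac peaks these shares were 71.2%, 72.2% and 75.3%. At the 139 peaks gained in both MZsox19b replicates, an MZsox19b H3K4me3 peak lay at 35.3%, a WT peak at 12.9% and an MZspg peak at 6.47%. Many gained peaks were present in the other mutant as well. Of the 584, 51.4% and 56.2% overlapped a peak of the MZsox19b H3K27ac replicates, against 93.85% and 94.63% of all strong MZspg peaks. Of the 139, 50.4% overlapped an MZspg H3K27ac peak.

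**Figure D3:**
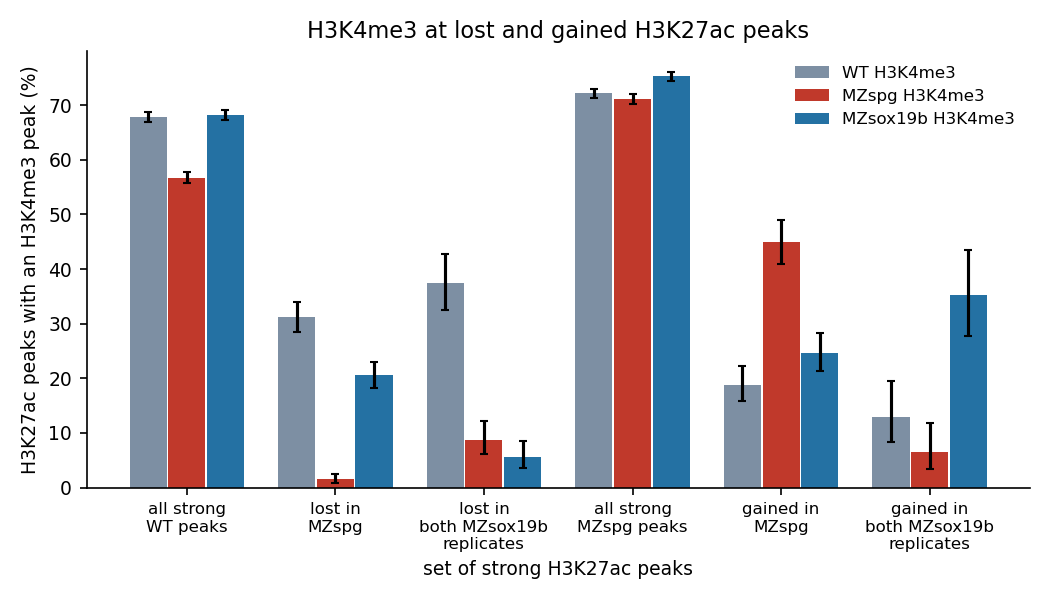
Share of H3K27ac peaks (%, vertical axis) that overlap an H3K4me3 peak of WT, MZspg or MZsox19b, for sets of strong, lost and gained H3K27ac peaks (horizontal axis). Bars are shares with Wilson 95% intervals; at peaks lost in MZspg the MZspg H3K4me3 share is 1.49%, and at peaks gained in MZspg it is 44.9%.

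H3K4me3 was compared in the same way, with no replicate to set the scale. WT peaks overlapped an MZspg peak in 33.3% (32.9 to 33.7) and an MZsox19b peak in 53.0% (52.5 to 53.4) of cases. In the other direction, 79.9% of the MZspg peaks and 64.6% of the MZsox19b peaks overlapped a WT peak. With all lists at the size of the MZspg list, the shares of WT peaks rose to 66.2% and 78.4%, and their order was kept. In the other direction the order was reversed, with 67.3% of the MZspg and 76.5% of the MZsox19b peaks found in WT. Of the 10000 highest WT H3K4me3 peaks, 576 (5.76%, 5.32 to 6.23) were missing from MZspg and 95 (0.95%, 0.78 to 1.16) from MZsox19b. Missing from WT were 171 strong MZspg and 17 strong MZsox19b peaks. Among the 5000 highest WT peaks, 75 were missing from MZspg and 8 from MZsox19b. Since the 10000 highest peaks make up a larger part of the MZspg list, and the fold enrichment of its 10000th peak was lowest, the share of MZspg peaks called strong is not on the same footing as in the other lists.

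The highest-ranking lost peaks were examined one by one (positions in danRer11). Highest was a WT H3K27ac peak on chromosome 16, from 36419926 to 36425080, which ranked 2 in WT with a fold enrichment of 42.6. It was absent from the MZspg list and from both MZsox19b lists, and the highest WT H3K4me3 peak, at 291-fold, overlapped it. That H3K4me3 peak ran from 36394327 to 36425073 and also overlapped the neighbouring WT H3K27ac peak of 8.47-fold. Within the named H3K27ac peak, MZsox19b H3K4me3 had a peak of 6.54-fold, and MZspg H3K4me3 none. The named peak sat in a block from 36250001 to 36500000. In this block WT had 127 H3K27ac and 126 H3K4me3 peaks, which covered 60.7% and 59.9% of the bases. MZspg had 24 and 4 peaks in the block, and the MZsox19b lists 18 and 21 H3K27ac and 10 H3K4me3 peaks. The block was singled out after its values were seen. It held 37 of the peaks lost in MZspg and 31 of those lost in both MZsox19b replicates. The next WT peak lost in both MZsox19b replicates also lay on chromosome 16, from 36599451 to 36599951 (rank 110, 24.6-fold), and it was missing from MZspg as well.

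**Figure D4:**
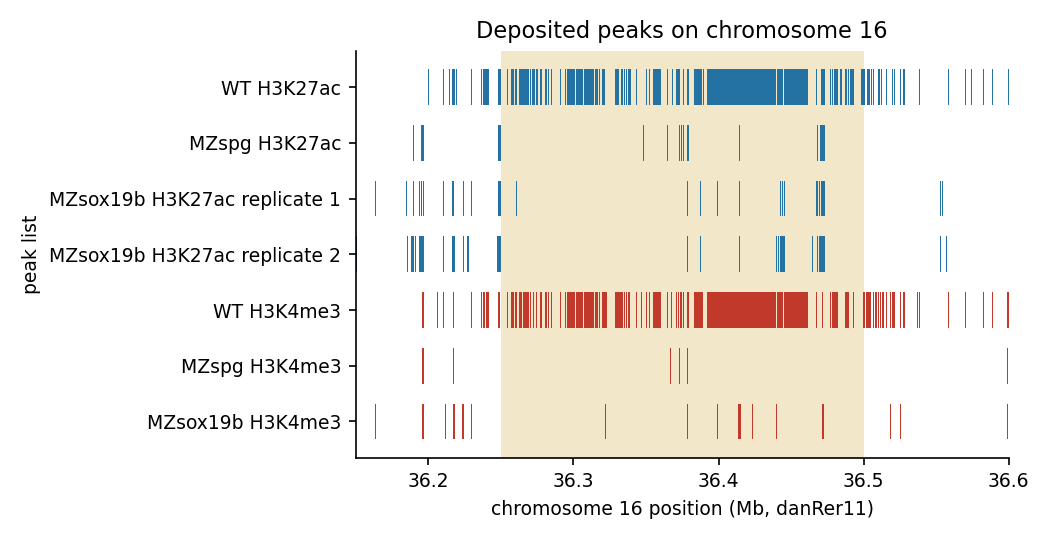
Peaks of the 7 deposited lists along chromosome 16 (horizontal axis, Mb in danRer11), with each peak drawn to scale as a bar, H3K27ac lists in blue and H3K4me3 lists in red. The shaded block from 36250001 to 36500000 holds 127 WT H3K27ac and 126 WT H3K4me3 peaks, and at most 24 peaks of any mutant list.

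Peaks lost in MZspg also included chromosome 4, from 41297525 to 41297791 (WT rank 6, 38.3-fold), and chromosome 20, from 26421079 to 26427210 (WT rank 90, 25.4-fold). Both were present in each MZsox19b H3K27ac replicate, at 30.8-fold and 12.1-fold on chromosome 4 and at 43.8-fold and 33.2-fold on chromosome 20. Both carried H3K4me3 in WT and MZsox19b but not in MZspg. The third peak lost in both MZsox19b replicates lay on chromosome 8, from 2505356 to 2506666. It ranked 411 in WT (19.8-fold) and 271 in MZspg (27.3-fold), with H3K4me3 in WT and MZspg but not in MZsox19b.

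The highest-ranking peaks gained in MZspg lay on chromosome 9, from 47912548 to 47914156 (19.9-fold), and on chromosome 3, from 32630658 to 32632415 (19.8-fold) and from 12807314 to 12811573 (19.2-fold). All carried MZspg H3K4me3, at 16.2-fold, 47.2-fold and 3.03-fold, and the middle of these also carried H3K4me3 in WT (4.13-fold) and MZsox19b (16.03-fold). The peak on chromosome 9 also overlapped weak peaks of the MZsox19b replicates, at 1.87-fold and 2.04-fold. Gained in both MZsox19b replicates were peaks on chromosome 13, from 38543426 to 38557016 (24.2-fold and 15.7-fold), chromosome 3, from 29214542 to 29222180 (18.4-fold and 19.5-fold), and chromosome 21, from 33170111 to 33174527 (20.4-fold and 14.6-fold). The peak on chromosome 13 carried no H3K4me3 peak in any genotype, and the other 2 carried MZsox19b H3K4me3 at 8.75-fold and 27.5-fold. The peak on chromosome 21 also overlapped a weak WT H3K4me3 peak (2.99-fold) and a weak MZspg H3K27ac peak (2.58-fold). These fold enrichments belong to single peaks of separate lists and were not scaled to each other.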

Values the study reported

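The study scored regulatory elements on accessible chromatin regions measured by ATAC-seq, and used the histone marks to sort these regions into promoters and enhancers. It estimated that Pou5f3 or Sox19b regulated 33% of all accessible regions, 16% of promoters and 48% of enhancers, counting indirect effects. A region counted as marked by H3K4me3 at an enrichment of at least 8x over input, and by H3K27ac at 4x or more. Those shares rest on accessibility in single and double mutants, which is a different measure from the overlap of peak lists. By the element types in its figure, regions that gained accessibility without the factors are counted as well as those that lost it.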

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

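The comparison of shared shares between sequences was chosen before its values were seen, although the shares over all sequences were already known, and the question of near-identical copies was raised only after the peaks had been counted. The deposited lists contain peaks outside chromosomes 1 to 25, on alternate loci and unplaced scaffolds of danRer11, which the comparisons above do not use. They numbered 16087, or 11.3%, in the WT H3K27ac list and made up to 17.5% of a list in MZsox19b H3K4me3. This drew attention because the methods of the study say, after the mapping step for the histone marks, that such sequences were excluded, without saying at which step.

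Alternate loci hold other versions of chromosomal stretches, so a candidate explanation for genotype differences there is that the fish of each genotype carry different versions. If so, fewer WT H3K27ac peaks should be found again in MZspg on these sequences than on chromosomes 1 to 25. The share was 48.5% (95% interval 47.7 to 49.2), not lower than the 46.3% on the chromosomes, and 47.9% on alternate loci alone. Shares of WT peaks found in the MZsox19b replicates were also higher on these sequences, 57.9% against 55.0% and 63.7% against 61.6%. In the other direction, however, 42.1% (41.4 to 42.8) of the MZspg peaks on these sequences were found in WT against 45.0% on the chromosomes, and 39.4% (38.6 to 40.2) on alternate loci alone. In a comparison added after these values, the MZsox19b peaks found in WT were also fewer on these sequences, 38.1% against 41.02% and 34.4% against 37.4%. So were MZspg peaks found in the MZsox19b replicates, 49.6% against 51.7% and 53.9% against 57.3%, and MZsox19b peaks found in MZspg, 38.2% against 39.7% and 34.4% against 35.9%. On unplaced scaffolds alone, all these shares of mutant peaks were higher than on the chromosomes. Between the MZsox19b replicates the share was higher on these sequences than on chromosomes, 79.8% against 77.3% and 64.6% against 61.5%. The shares of mutant peaks go with the explanation and those of WT peaks do not, so it stays open.

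Reads that match more than a single copy of a sequence could also be placed on these loci, and the 16087 peaks alone cannot show how such reads were handled. Telling this apart needs the sequence of the build, which was not used here. Including these sequences in the H3K27ac comparison left the shared share of WT peaks in MZspg at 46.5%. No biological explanation was tested.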

How the results depend on the processing

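The alternatives with equal covered length, 500 bp windows at the summits, H3K4me3 of any genotype and the removal of a stretch of chromosome 16 were chosen only after results had been seen. Across 31 results, 221 alternative values were computed, of which 118 moved beyond the counting interval, the spread of the replicates or 1.5 times a count, and 103 stayed. No paired analysis was possible because only the MZsox19b H3K27ac libraries and their inputs share replicate numbers, and the inputs were not analysed here. The planned start-site classes and the motif and GC alternatives were not run, since the sequence and annotation of the build were not used here.

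Every pair of genotypes stayed below the replicate pair in the Jaccard index, and enhancer-class peaks were lost more often than promoter-class peaks, under all alternatives tried for them. Losses from WT outnumbered those between replicates under all alternatives as well. What did not hold throughout was the order of the mutants, in which MZspg lost more strong WT H3K27ac peaks than MZsox19b, and, with summit windows, the excess of MZsox19b gains over both replicate differences. Which mutant was closer to WT in the Jaccard index did not hold either. The order of the mutants in the share of their H3K4me3 peaks found in WT was reversed at equal list sizes. In the full lists, the share of MZsox19b H3K27ac peaks found in WT lay below both replicate shares. At equal covered length, where only the WT list stayed whole, it was 81.5%, above the lower replicate share of 72.6%.

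At equal covered length, shared shares were 39.7% of WT peaks in MZspg, 50.8% of MZspg in WT, 30.9% of WT in MZsox19b, 81.5% of MZsox19b in WT, and 72.6% and 87.6% between replicates. The Jaccard index was 30.4% for WT and MZsox19b, 29.0% for MZspg and MZsox19b, and 64.4% for the replicates. Strong WT peaks missing from MZsox19b rose to 1240 on average and 1057 from both replicates, equal to or near the 1240 missing from MZspg, and 11 and 30 were missing between replicates. This follows from the construction, since the MZsox19b lists are shortened most.

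With 500 bp windows at the summits, shared shares were 44.8% of WT in MZspg, 45.8% of MZspg in WT, 49.98% of WT in MZsox19b, and 71.5% and 59.5% between replicates. Missing H3K27ac peaks numbered 1801 (WT from MZspg), 1000 (MZspg from WT), 1594.5 and 1049 (WT from MZsox19b, mean and both), 678.5 and 324 (MZsox19b from WT, mean and strong in both), and 674 and 891 between replicates. Wide peaks whose summits shift lose their overlap by construction here. Missing H3K4me3 peaks numbered 323 (MZspg from WT), 293 (WT from MZsox19b) and 113 (MZsox19b from WT).

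With an overlap of at least 50% of the shorter peak, shared H3K27ac shares were 44.1% of WT in MZspg, 42.8% of MZspg in WT, and 73.7% and 58.2% between replicates. The H3K4me3 shares were 32.8% of WT in MZspg, 78.9% of MZspg in WT, 52.4% of WT in MZsox19b and 63.9% of MZsox19b in WT.

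With the top 50% of each list, the H3K27ac shares were 49.1% of WT in MZspg, 47.4% of MZspg in WT, 43.1% of MZsox19b in WT, and 84.7% and 68.9% between replicates. The Jaccard index was 31.0% for WT and MZspg and 61.3% for the replicates. The H3K4me3 shares were 40.5% of WT in MZspg, 96.6% of MZspg in WT, 67.6% of WT in MZsox19b and 82.7% of MZsox19b in WT. Missing H3K27ac peaks numbered 905 (MZspg from WT), 693 and 570 (WT from MZsox19b, mean and both), and 555 and 315 (MZsox19b from WT, mean and strong in both). With the top 50% of the WT H3K4me3 list, 4.39% of promoter-class peaks were missing from MZspg.

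At equal list sizes, the H3K27ac shares were 44.3% of MZspg in WT, 44.8% of MZsox19b in WT, and 73.7% and 71.2% between replicates, with a replicate Jaccard index of 59.1%. The H3K4me3 shares were 66.2% of WT in MZspg, 67.3% of MZspg in WT, 78.4% of WT in MZsox19b and 76.5% of MZsox19b in WT. Missing H3K4me3 peaks numbered 280 (MZspg from WT), 160 (WT from MZsox19b) and 53 (MZsox19b from WT). Of enhancer-class peaks, 8.06% were missing from both MZsox19b replicates.

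With peaks within 1000 bp merged, the H3K27ac shares were 48.9% of WT in MZspg, 50.3% of MZspg in WT, 45.5% of MZsox19b in WT, and 76.1% and 64.1% between replicates. The Jaccard index was 30.7% for WT and MZspg, 30.2% for WT and MZsox19b, 29.1% for MZspg and MZsox19b, and 60.5% for the replicates. The H3K4me3 shares were 37.9% of WT in MZspg, 82.0% of MZspg in WT, 57.9% of WT in MZsox19b and 69.3% of MZsox19b in WT. With all sequences, the H3K27ac shares were 44.7% of MZspg in WT, and 77.6% and 61.9% between replicates.

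With the 5000 highest peaks, missing H3K27ac peaks numbered 323 (WT from MZspg), 126 (MZspg from WT), 103 and 81 (WT from MZsox19b, mean and both), 33 and 20 (MZsox19b from WT, mean and strong in both) and 3 (replicate 2 from replicate 1), and 51 were lost in both mutants. For H3K4me3 they numbered 75 (WT from MZspg), 21 (MZspg from WT), 8 (WT from MZsox19b) and 1 (MZsox19b from WT). With the 20000 highest peaks, they numbered 3627 (WT from MZspg), 2781 (MZspg from WT), 1906 and 1440 (WT from MZsox19b, mean and both), 1709 and 1019 (MZsox19b from WT, mean and strong in both) and 39 (replicate 2 from replicate 1). These follow from the number of peaks taken.

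Ranked by −log10 q, 906 strong WT peaks were missing from MZsox19b on average and 746 from both replicates, and 30 of replicate 2 from replicate 1. Of the 746, only 263 were also strong by fold enrichment, while 8597 of all 10000 were. The cause was not tested.

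With all WT peaks, 35.0% of promoter-class and 62.0% of enhancer-class peaks were missing from MZspg, and 20.4% and 41.3% from both MZsox19b replicates. Weighted to promoter-class ranks, 21.0% and 5.66% of enhancer-class peaks were missing from MZspg and MZsox19b. With H3K4me3 of any genotype, these shares were 25.8% and 7.85%. Without chromosome 16 from 36 to 37 Mb, promoter-class shares were 4.34% in MZspg and 1.33% in MZsox19b.

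Leaving out either MZsox19b replicate gave from 1.99% to 2.39% of promoter-class and from 7.66% to 10.4% of enhancer-class peaks missing from the remaining replicate, more than from both, as a smaller number of lists must lack the peak. The unknown depth limits all of these comparisons.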

Other observations

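Among the tests of explanations in this part, only 3 were fixed before their results were seen. They were the rank of Sox19b-dependent peaks in MZspg, the weighting of enhancer-class peaks by rank and the count of dense windows at equal covered length. For the weighting and the windows, the values without weighting and with full lists were already known. All other such tests were chosen after the result was seen. The class losses, the shares with all WT peaks and the count lost in both mutants are planned results repeated from above. All patterns rest on 1 library per genotype, apart from MZsox19b H3K27ac.

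Strong WT H3K27ac peaks were lost in both mutants, and differences in list length are a technical explanation. They cannot account for the losses alone, because 1240 strong WT peaks were missing from MZspg at equal covered length, against at most 30 between the MZsox19b replicates. At that length the mutants no longer differ, although this setting shortens the MZsox19b lists most. At equal list sizes 1077 were missing from MZspg and on average 505.5 from MZsox19b, and every other alternative kept this order. As the order of the mutants depends on how lists are made equal, it is not taken as a result. A batch effect of libraries made apart stays open: at most 8 strong peaks were missing between the MZsox19b replicates, but there is no second WT or MZspg library, so genotype and library cannot be told apart. Embryos were matched by age, so a difference in developmental stage is not excluded either. A dependence of H3K27ac on Pou5f3 and Sox19b is the biological explanation that the design names, and it may apply as well.

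A variant of the MZspg line, in which the DNA is absent or does not map, is another candidate explanation. It is excluded for the 16 lost peaks where MZspg had an H3K4me3 peak. For the other 1061, with no MZspg peak of either mark, it cannot be told apart from a loss of activity. The joint loss of H3K27ac and H3K4me3 at promoters, where 4.46% of lost and 87.2% of kept peaks had MZspg H3K4me3, is what a missing sequence would give, and also what a silent promoter would give. Weak H3K4me3 missed by the short MZspg list is not excluded either, as WT H3K4me3 strength was not matched. The inputs, not analysed here, would separate a missing sequence from a silent promoter.

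Enhancer-class peaks were lost more often than promoter-class peaks. Their weakness is a technical explanation, and weighting to the ranks of promoter-class peaks left 21.0% of them missing from MZspg against 4.95%, so it is not the whole cause. A dependence of enhancers rather than promoters on these factors may contribute, as a hypothesis, with batch and line variants still open. The unweighted enhancer-class share of strong peaks missing from MZspg was 23.1%. That is lower than the share of enhancers quoted from the study above. The study scored accessible regions for either factor and counted gains of accessibility as well, whereas only losses are counted here. The promoter-class share was 4.95%. That is lower than the share of promoters quoted from the study above. With all WT peaks the shares were 62.0% and 35.0%. Both are then higher than the quoted shares, so the direction depends on the peaks taken.

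Losses in both mutants were more frequent than independent losses, 196 against 46.6. The WT list common to both comparisons could produce some or all of this. With simulated noise that came near the loss counts of both mutants, unchanged genotypes had 283.7 joint losses (249 to 311) with the largest noise in the WT library, 106.4 (94 to 130) with noise shared evenly and 35.2 (29 to 40) with none in WT. At the noise of the MZsox19b replicates 0.40 were expected, but no second WT library shows how noisy WT is. Whether elements need both factors therefore cannot be told apart from a property of the WT library.

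The block on chromosome 16 held the densest windows that were dense in WT H3K27ac alone. Absence of the whole block from the mutant lines is ruled out, since MZspg had 24 H3K27ac peaks inside it and the MZsox19b replicates 18 and 21. WT H3K4me3 covered 0.988 times as many bases of the block as WT H3K27ac. In the 49 other windows of 50 kb that WT H3K27ac covered as densely, the median ratio was 0.0995 and the central 95% ended at 0.796. The median fold enrichments of the WT peaks in the block were also alike, 4.03 for H3K27ac and 4.54 for H3K4me3. At 114 WT H3K27ac peaks of the block that overlapped a WT H3K4me3 peak, the median ratio of H3K4me3 to H3K27ac fold was 0.982, and 86.0% lay within 1.5 times. Elsewhere, weighted to the same WT ranks, the median was 1.91 and the share 35.5%. Single peaks went the other way, with a highest fold enrichment of 291 in H3K4me3 against 42.6 in H3K27ac, and the block held 39 strong H3K27ac but 3 strong H3K4me3 peaks. Over most of the block, the like fold enrichments go with an enrichment that does not depend on the antibody, but not at its highest H3K4me3 peak. Extra copies of the stretch in the WT fish, if peaks were called against inputs merged over genotypes, may produce it, as may foreign or amplified DNA in the WT libraries. A broad active domain marked by both modifications stays open too, as the highest ratio among the other windows was 1.17. The 31 joint losses inside the block should not be read as dependence on either factor before the inputs are checked.

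The study described elements that need Sox19b and gain H3K27ac in MZspg. If strong WT peaks lost only in MZsox19b behaved so, they would rank high in the MZspg list. They did not: the median MZspg rank of these 146 peaks was 21463, whereas 10000 sets of retained peaks matched on WT rank had a median of 7380.5. This does not speak against the idea, because peaks absent from one list were lower in another in general. In a comparison added after this result, peaks lost in MZspg had median ranks of 15050 and 18120.5 in the MZsox19b replicates, against 6099 and 6918.5 for matched retained peaks. A rise of H3K27ac in MZspg at some of the 146 peaks therefore cannot be told apart from no rise. The study also defined its elements by accessibility.

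Peaks gained in MZspg went with H3K4me3 in MZspg. That all of them fall on promoters marked in every genotype is excluded, since 44.9% had an MZspg H3K4me3 peak and 24.7% an MZsox19b peak. Over all strong MZspg peaks the MZsox19b share was the higher. For some gained peaks it is not excluded. The gained peak on chromosome 3 from 32630658 to 32632415 carried H3K4me3 in every genotype. At 110 gained peaks WT had H3K4me3, so the WT line does not lack these places. At the other 474 WT had no peak of either mark, and a variant of the WT line cannot be told apart from a gain of activity. Promoters that become active without Pou5f3 may be among them, as a hypothesis. However, 51.4% and 56.2% of the 584 gained peaks also had a peak in the MZsox19b H3K27ac replicates. At those peaks the WT list stands apart, so a property of the WT library cannot be told apart from a gain.

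Strong MZsox19b H3K27ac peaks crowded on chromosome 4, singled out among 25 chromosomes after seeing the values. Its share was 14.8% and 17.65% in the replicates, 9.41% in WT and 8.13% in MZspg. Over all peaks it was 11.8% and 11.1% in the replicates, 12.3% in WT and 9.92% in MZspg, so the excess over WT was in the strong peaks and not in the full lists. Splitting of peaks into more pieces is not the cause, as by covered bases the lower replicate still had 12.9% against 7.55% in WT. The ranking column is not the cause either, since by −log10 q the lower replicate had 15.7% against 10.6%. If chromosome 4 had more copies or mapped better in this line, H3K4me3 might crowd there too, but its share was 8.40% in MZsox19b and 8.66% in WT. That is a single library of another mark, so the explanation stays open, as does a batch effect shared by the replicates.

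Windows of 50 kb that H3K27ac covered by at least 30% in a genotype, and by at most 10% in the others, numbered 17 in WT, 38 in MZspg and 136 in MZsox19b. The excess in MZsox19b is likely due to its longer lists: at equal covered length the numbers were 26, 56 and 22. The densest MZsox19b windows lay on chromosome 3, from 29200001 to 29300000, with 87.4% and 86.5% of the bases of the lower 50 kb covered in the replicates and 2.88% in WT. The lower of these holds the gained MZsox19b peak named above on that chromosome. The densest MZspg window, on chromosome 4 from 62700001 to 62750000, was covered by 84.6% in MZspg H3K27ac and 51.0% in MZspg H3K4me3, against 1.10% and 0.31% in WT. What underlies these windows was not tested.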
